A study of Mus musculus with 6 samples. Its data were reported in "An Erg-driven transcriptional program controls B cell lymphopoiesis" (2020).

How the data were processed

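In situ Hi-C had been done on cultured B-cell progenitors of 3 genotypes with 2 biological replicates each: Erg KO, the CreT control and the Erg fl/fl control. Each library has a matrix of raw counts, deposited by the authors, of read pairs for every pair of bins with at least 1 read pair, and a single list of bins serves all 6 libraries. Per the authors' methods, reads were aligned to mm10 with diffHic, duplicates were marked, pairs from unligated or overlong fragments were removed, and the remaining read pairs were counted in bins of about 100 kb made of whole restriction fragments. The matrices were checked to be whole numbers of 1 or more in a symmetric layout, and the bins to end where 19 of 19 mm10 autosomes end. Genes were placed in bins by their start, from GENCODE annotation M21. Libraries held between 29014581 and 68085468 read pairs, fewer than the authors' methods state, for a reason that is not known. On simulated data of this size with 200 bin pairs changed, the edgeR test was checked for the changes it recovers.

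Autosomal bins were kept when their total contacts lay between 0.3 and 3 times the autosomal median, which left 23650 of 24067 and took the place of lists of blacklisted, centromeric and telomeric regions. Sex chromosomes were left out of every test reported here except that of the share of feeder cells. Bin pairs with at least 10 read pairs over the 6 libraries, and with an abundance at least 5 times that of contacts between chromosomes in bins of 500 kb, were tested. These were 431391 bin pairs, each with a summed count of at least 46, so that the count minimum removed none. They included 23649 pairs of a bin with itself. Differential interactions were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with group and sex in the model and loess offsets over abundance. The abundance filter and the loess offsets of diffHic were written anew, since that package was not used here. The comparisons were Erg KO against the mean of both controls, against each control, and the CreT control against the Erg fl/fl control. P-values were adjusted by Benjamini and Hochberg over all tests of a comparison, with a threshold of 0.05. KO libraries are shared by the pairwise comparisons, so their calls are not independent.

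Igh was split by the VH gene families that start in each bin into the 3' end (3 bins) and the proximal (4), middle (6) and distal (16) VH bins. The tests of Igh and of 5 other antigen receptor loci took all tested bin pairs inside a locus, with their edgeR calls, the median log2 fold change, and fry of limma 3.58.1. P-values of fry were not adjusted over the loci. Igh was also set against 3330 windows of 29 bins on the autosomes. Contact between parts of Igh was the summed count over the mean count at the same distance on all autosomes in the same library, and was set against block pairs of the same geometry elsewhere. Coverage of Igh bins was the total contacts of a bin over the median of the bins within 2 Mb on either side. These values and the shares of contacts by distance were compared between 2 and 4 libraries by an exact permutation test over all 15 splits, two-sided.

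Compartment scores were computed per library and chromosome from the correlation matrix of smoothed observed over expected contacts. Of its first 3 components the one that follows gene density most closely was taken, with that sign and scaled to SD 1, and compared with limma with group and sex in the model. Local contacts of each bin, from 200 kb to 2 Mb, were compared with edgeR after TMM scaling. Genes of 8 lists were taken by their bin: B-lineage transcription factors, pre-BCR and B-cell surface genes, V(D)J recombination and repair, T-lineage genes, myeloid and NK genes, stem and progenitor genes, stromal genes of OP9-like feeder cells and housekeeping genes. The lists were tested with camera at a preset correlation of 0.01 and at an estimated one, with p-values adjusted over the 8 lists. Named genes are Erg, Ebf1 and Pax5, and the 30 list genes with the largest change among those that passed in local contacts or compartment scores with the same sign against each control. Named bins and bin pairs are the 10 largest changes in each direction among those that passed in the same way, for bin pairs with bins at least 200 kb apart and a mean count of at least 20, and for Igh the 10 bin pairs with the smallest p. Some of the genes that this rule names are not reported here.

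Groups, comparisons, the rule for named items, the gene lists and the alternatives for normalization, filters, covariates, distance window, test (DESeq2 1.42.0) and left-out libraries were set before the data were examined. Offsets for the coverage or the GC content of bins, thinning to equal depth, removal of the GC trend from compartment scores, and a count minimum of 20 with no abundance filter were added after seeing the data. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.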

Results

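In situ Hi-C joins and sequences DNA ends that lie close together in the nucleus, so that each read pair records a contact between 2 places in the genome. It was applied to mouse B-cell progenitors of 3 genotypes with 2 libraries each. Marrow cells depleted of mature lineages had grown on OP9 stromal cells, a bone marrow feeder line, with the cytokines SCF, IL7 and FL, and cells with the B-lineage marker B220 were then selected. In the Erg KO libraries the Rag1Cre transgene had deleted the floxed alleles of Erg, which encodes a transcription factor of the ETS family. The CreT control carried the transgene with intact Erg, and the Erg fl/fl control carried the floxed alleles without the transgene. In its Hi-C figure the paper calls the Erg KO cells pre-proB cells and the wild-type cells proB cells. A difference in developmental stage was therefore not separated from loss of Erg here. The Erg KO libraries held 58335904 and 57259415 read pairs, the CreT control libraries 62155453 and 68085468, and the Erg fl/fl control libraries 43924865 and 29014581, counted in pairs of bins of about 100 kb of mm10. Erg KO replicate 2 and Erg fl/fl control replicate 2 came from male mice and the other 4 libraries from female mice. The X chromosome took 4.29% to 4.49% of read ends in the female libraries and 2.24% and 2.51% in the male ones, and each library matched its labelled sex. The deleted part of Erg is far shorter than a bin, so the counts could not show the deletion itself.

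The comparison of contacts by distance asked whether chromosomes as a whole were folded differently in progenitors without Erg. Contacts between different chromosomes took 33.4% ± 1.62 (SD, n = 2) of autosomal read pairs in Erg KO and 24.4% ± 2.12 (SD, n = 4) in the control libraries, with 25.8% ± 1.47 in the CreT control and 23.0% ± 1.92 in the Erg fl/fl control (SD, n = 2 each). Among contacts within a chromosome, those spanning over 10 Mb took 37.7% ± 0.279 in Erg KO and 32.0% ± 3.31 in controls. Contacts of 0.5 to 2 Mb, the range of chromatin domains and long loops, took 12.3% ± 0.143 in Erg KO and 15.3% ± 2.35 in controls. Those under 0.5 Mb took 35.9% ± 0.171 and 37.3% ± 1.19, and those of 2 to 10 Mb differed by -1.33%. Both Erg KO libraries lay above every control library in the share between chromosomes (exact permutation test over 15 splits, two-sided, p = 0.0667, n = 2 against 4). That is the smallest p that this design allows, so no such test here could reach 0.05. The exact test gave p = 0.133 for contacts over 10 Mb and p = 0.2 for each of the shorter classes. Whether folding or random ligation of DNA ends raised the share between chromosomes was not tested.

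**Figure D1:**
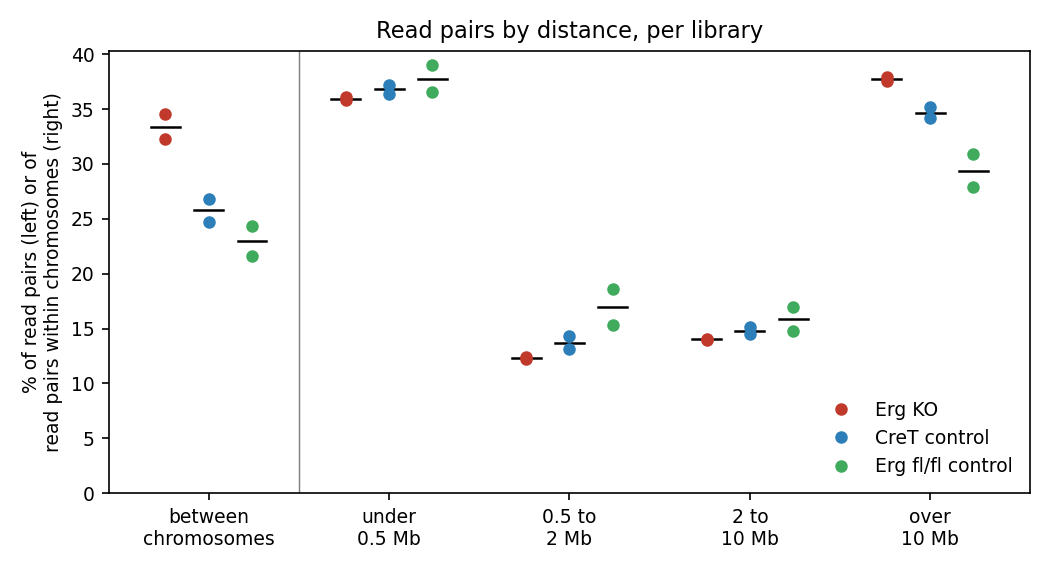
Share of read pairs between chromosomes (left, in % of autosomal read pairs) and of read pairs within chromosomes by distance (right, in %), per library as points with the mean of each genotype as a bar. Contacts between chromosomes averaged 33.4% in Erg KO, 25.8% in the CreT control and 23.0% in the Erg fl/fl control.

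The study asked how loss of Erg changes chromatin interactions, above all across Igh, the locus of the antibody heavy chain. Igh spans chromosome 12 from 113254830 to 116010093 on mm10. Its 3' end holds the constant genes, the enhancers and the JH and DH segments, and the VH segments lie beyond it in proximal, middle and distal groups. Within Igh 82 of 428 tested bin pairs fell in Erg KO against both controls and 0 rose (edgeR quasi-likelihood test, adjusted over all bin pairs). A larger share fell in 514 of 3330 windows of the same span elsewhere. By distance, 53 of 173 bin pairs at least 1 Mb apart fell, and 12 of 147 under 0.5 Mb apart, pairs of a bin with itself included. Decreases lay both between the 3' end and VH bins and among VH bins. Of the former, 24 of 48 bin pairs between the 3' end and the distal VH bins fell, with a median log2 fold change of -1.11, and 8 of 18 between the 3' end and the middle VH bins, with a median of -0.84. Between proximal and distal VH bins 14 of 58 fell (median -0.75), between middle and distal VH bins 15 of 95 (median -0.54), and between proximal and middle VH bins 7 of 24 (median -0.61). Between the 3' end and the proximal VH bins 1 of 12 fell (median -0.10), and among proximal VH bins 0 of 10 by edgeR (median -0.08). Within the distal VH bins 8 of 136 fell (median -0.23), and within the 3' end 4 of 6 (median -0.32), of which none fell with GC offsets (median 0.04). The bin at 113200177 to 113300098, at the edge of the locus, took part in 8 of the 10 bin pairs with the smallest p. The smallest belonged to its contact with the neighbouring bin, which fell by 0.49 (SE 0.09). The change was -0.76 without Erg KO replicate 1 and -0.30 without replicate 2. This contact did not pass with TMM scaling (-0.31), with offsets for bin coverage (-0.16) or GC content (-0.12), or by DESeq2 (-0.30). Its contact with the distal VH bin at 115199883 to 115299995 fell by 2.31 (log2, SE 0.44, edgeR adjusted p = 4.63e-05), from 21.8 ± 8.17 normalised read pairs in controls (SD, n = 4) to 4.88 ± 0.895 in Erg KO (SD, n = 2). Its contact with the distal VH bin at 115600110 to 115699924 fell by 2.14 (SE 0.43), and with the middle VH bin at 114000328 to 114099076 by 1.56 (SE 0.34). For this middle VH bin the change was -1.01 without Erg KO replicate 1 and -2.20 without replicate 2. The neighbouring bin at 113300095 to 113399870, also in the 3' end, had the largest decrease among these 10, of -2.69 (SE 0.56), with the distal VH bin at 115400319 to 115500048. This contact changed by -1.77 without Erg fl/fl control replicate 2, -1.87 without Erg KO replicate 2 and -3.12 without Erg KO replicate 1. The proximal VH bin at 113500009 to 113600023 fell by 2.04 (SE 0.43) in contact with the distal VH bin at 114599911 to 114699799. The change of this contact was -1.01 without Erg KO replicate 2, -1.02 without Erg fl/fl control replicate 2 and -2.95 without Erg KO replicate 1. Over the 428 bin pairs the median log2 fold change was -0.46, with 378 negative, against -0.36 and -0.54 when the CreT and the Erg fl/fl control were taken alone, which gave 33 and 89 decreases and 0 increases. Between the 2 controls the median was -0.14 and 0 Igh bin pairs passed. As a set the Igh bin pairs did not pass at 0.05 in fry, a two-sided rotation test of whether they move one way on balance, and 166 of the 3330 windows had a median as low. With offsets for GC content, chosen after seeing the data, the median was -0.66, 120 bin pairs fell and 0 of the 3330 windows had a median as low. The set then passed fry narrowly (unadjusted p = 0.0497). DESeq2 passed 0 Igh bin pairs (median -0.49), but it gave an adjusted p to only 88479 bin pairs of the genome, and the others could not pass. The edgeR test passed 10 with offsets for bin coverage (median -0.26), 0 without Erg KO replicate 1 or 2, 42 without CreT control replicate 1 and 30 without Erg fl/fl control replicate 2.

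**Figure D2:**
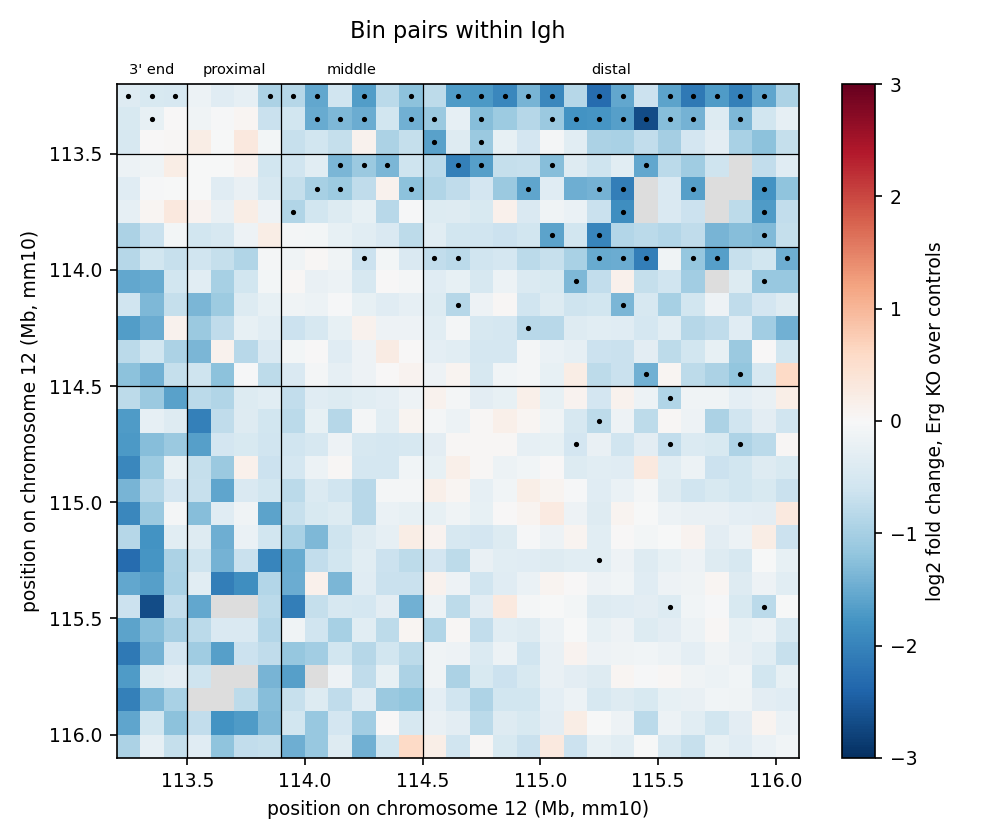
Change of each tested bin pair within Igh, as log2 fold change of Erg KO over both controls (colour), with the position on chromosome 12 in Mb on both axes and lines between the 3' end and the proximal, middle and distal VH bins. Dots above the diagonal mark the 82 bin pairs that fell, and grey bin pairs were not tested.

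Contacts between whole parts of Igh were also compared library by library, against the mean count at the same distance on all autosomes. The 3' end met the distal VH segments 1.14 ± 0.205 times as often as distance alone gives in Erg KO (SD, n = 2), 1.84 ± 0.266 times in the CreT control and 2.63 ± 0.639 times in the Erg fl/fl control. The log2 difference from both controls was -0.95, and the Erg KO libraries lay below all 4 control libraries (exact permutation test, two-sided, p = 0.0667, n = 2 against 4). Of 8573 pairs of blocks with the same geometry along the autosomes, 0.618% had a difference as low. Proximal to distal VH contacts stood at 0.911 ± 0.0867 in Erg KO and 1.43 ± 0.330 in controls, a log2 difference of -0.62 (exact p = 0.133, n = 2 against 4; lower in 2.60% of blocks). The 3' end to the middle VH segments stood at 0.684 ± 0.0599 in Erg KO and 1.22 ± 0.297 in controls, a log2 difference of -0.81 (exact p = 0.0667, n = 2 against 4). The 3' end to the adjoining proximal VH segments stood at 1.19 ± 0.0697 and 1.23 ± 0.0604, a log2 difference of -0.05 (exact p = 0.533, n = 2 against 4). The log2 differences were -0.47 for proximal to middle VH segments, -0.38 for middle to distal and -0.19 within the distal segments. The CreT control lay below the Erg fl/fl control too, by a log2 difference of -0.50 for the 3' end and the distal VH segments and -0.37 for the proximal and distal VH segments.

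**Figure D3:**
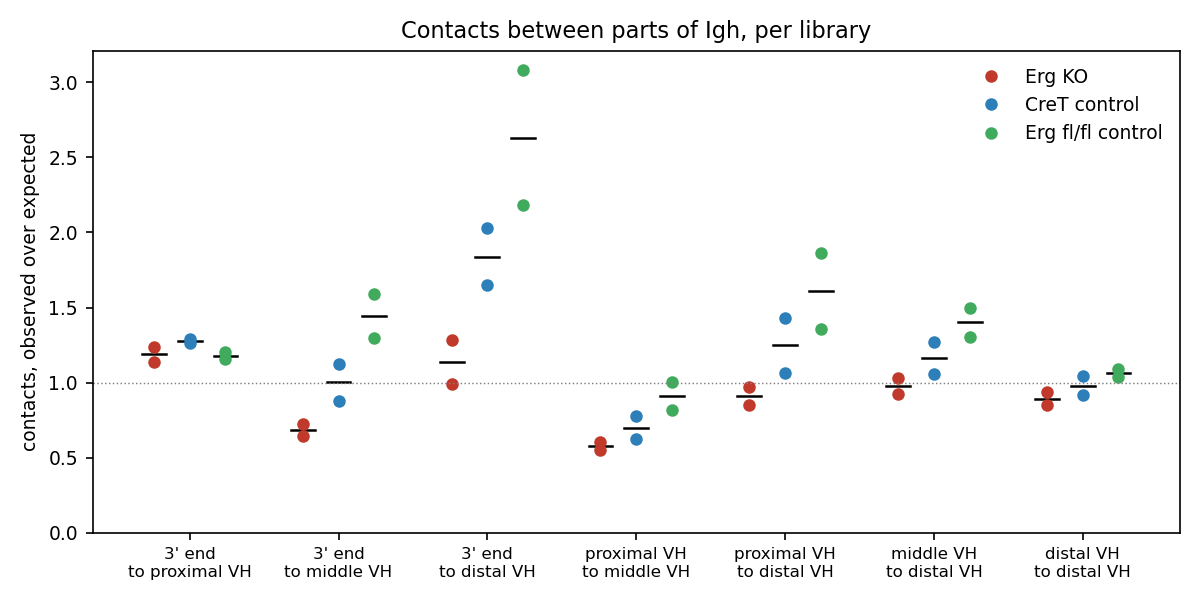
Contacts between parts of Igh in each library, as counts observed over those expected at the same distance (vertical axis, no unit), with points for libraries and bars for the mean of each genotype. Contacts of the 3' end with the distal VH segments averaged 1.14 in Erg KO, 1.84 in the CreT control and 2.63 in the Erg fl/fl control.

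V(D)J joining removes the DNA between the joined segments, which lowers the coverage of the bins between them, so the coverage of Igh bins was compared with that of the 2 Mb on either side. The proximal VH bins stood at -0.40 ± 0.02 (log2, SD, n = 2) in Erg KO and -0.52 ± 0.02 (n = 4) in controls, with both Erg KO libraries above all controls (exact permutation test, two-sided, p = 0.0667). The middle VH bins stood at -0.44 ± 0.02 and -0.53 ± 0.04, likewise with both Erg KO libraries above all controls (exact p = 0.0667, n = 2 against 4). The distal VH bins stood at -0.52 ± 0.01 and -0.55 ± 0.03 (exact p = 0.4, n = 2 against 4), and the 3' end at -0.06 ± 0.04 and -0.06 ± 0.05 (exact p = 0.933, n = 2 against 4). This mean covers bins that moved apart: the bin at 113200177 to 113300098 had a log2 difference of -0.15 (exact p = 0.0667, n = 2 against 4), and the last bin of the 3' end 0.18 (exact p = 0.133). When contacts with other chromosomes alone were counted, the difference of the proximal VH bins was 0.07 (exact p = 0.2, n = 2 against 4) in place of 0.12, and that of the middle VH bins 0.04 (exact p = 0.4) in place of 0.09.

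Compartment scores place each bin on an axis from closed, gene-poor chromatin (compartment B, negative) to open, gene-rich chromatin (compartment A, positive), and they were compared to ask which regions changed their surroundings in the nucleus. In Erg KO the score fell in 338 bins and rose in 352 of 23650, against both controls (limma with Benjamini-Hochberg adjustment). Igh held 6 of the 10 largest decreases among bins that passed. These formed a single stretch at the border of the middle and distal VH segments, at 114399589 to 114999801 of chromosome 12, with a mean score of -0.37 in Erg KO and 0.39 in controls. The lowest of them, at 114799961 to 114900084, fell by 0.92 (SE 0.09, limma adjusted p = 0.0422). All 29 bins of Igh had a negative change and 7 passed. All bins of the other 5 antigen receptor loci had a negative change too, and the mean change was -0.55 at Igl as at Igh. The mean score of the locus was -0.00286 ± 0.18 (SD, n = 2) in Erg KO and 0.48 ± 0.14 (n = 4) in controls. Over the distal VH bins it was 0.21 ± 0.27 in Erg KO and 0.75 ± 0.10 in controls. The other 4 of the 10 largest decreases lay on chromosome 16 at 19600085 to 19699638 (Olfr170 and Olfr171, odorant receptors, -0.86) and 19699635 to 19799930 (Lamp3, a lysosomal membrane protein, and B3gnt5, a glycosyltransferase, -0.77), and on chromosome 3 at 106200056 to 106299808 (Chil4, a chitinase-like protein, -0.76) and the next bin (-0.76). The largest increases were 0.68 (SE 0.09) at 98399787 to 98499995 of chromosome 10, which holds no protein-coding start, and 0.66 (SE 0.04) at 5099986 to 5200076 of chromosome 13, near Akr1e1, an aldo-keto reductase, whose own bin rose by 0.62. Of the bins that passed, 87 went from a positive mean score in controls to a negative one in Erg KO, and 64 went the other way. None of the 30 list genes named below lay in a bin that passed, and the scores of the bins of Erg (-0.05), Ebf1 (-0.27) and Pax5 (-0.11) did not pass either (limma adjusted p = 0.426, 0.292 and 0.142). Adjusted p of the 20 named bins lay between 0.0422 and 0.0468, and limma passed 0 bins against the CreT control alone (21.9% at an unadjusted p under 0.05), 0 against the Erg fl/fl control alone (30.1%) and 0 between the controls (18.2%). Limma also passed 0 bins without the sex covariate (15.5% at an unadjusted p under 0.05), 0 without CreT control replicate 1 (14.8%) and 0 without replicate 2 (17.5%). It passed 3939 without Erg KO replicate 1, 3615 without Erg KO replicate 2 or Erg fl/fl control replicate 2, 7597 without Erg fl/fl control replicate 1, and 443 with the GC trend of each library removed. The fits without either male library are the same, since the sex term takes up the male library left, so that Erg KO rests on 1 library. In every fit without an Erg KO or Erg fl/fl control library, the residual spread came from the CreT control libraries alone. Their scores correlated at 0.998, so the larger counts in these fits are no sign of robustness.

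**Figure D4:**
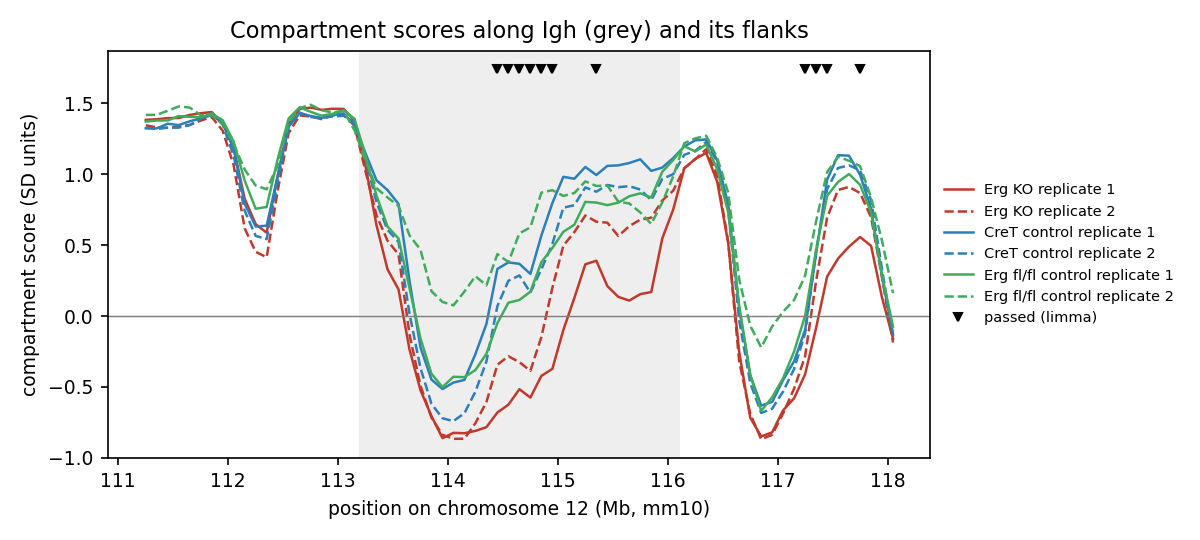
Compartment score (vertical axis, in SD units) along chromosome 12 in Mb for each library, with Igh shaded and triangles at bins that passed. Over the distal VH bins the scores averaged 0.21 in Erg KO and 0.75 in controls.

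Of the gene lists, the B-lineage transcription factors had lower compartment scores in Erg KO, with a median change of -0.09 (camera adjusted p = 0.00298, and 0.520 with an estimated correlation), among them Bcl11a (-0.31), Pou2af1 (-0.24), Ikzf1 (-0.23) and Myb (-0.23), all regulators of lymphoid development and named after their values were seen. Without Erg KO replicate 2 the median was -0.04 and the list still passed camera at the preset correlation. None of the 20 passed over all bins by limma, and 4 fell when adjusted over the list alone. The stromal genes, which mark OP9-like feeder cells, had higher scores, with a median change of 0.20 (camera adjusted p = 0.00298, and 0.520 with an estimated correlation). Prrx1, a mesenchymal transcription factor, rose by 0.40 (SE 0.04, limma adjusted p = 0.0422) over all bins, and 8 stromal genes rose and 1 fell when adjusted over the list alone. Without Erg KO replicate 1 the stromal median was 0.06 and the list did not pass (camera adjusted p = 0.412). The other 6 lists did not pass: the medians were -0.03 for pre-BCR and B-cell surface genes, 0.01 for V(D)J recombination and repair genes, -0.04 for T-lineage genes, 0.01 for myeloid and NK genes, -0.05 for stem and progenitor genes and 0.00 for housekeeping genes. Of their members Xrcc4, which joins DNA ends in V(D)J recombination, rose by 0.40 (limma adjusted p = 0.0470), and was named after its value was seen. It did not pass with the GC trend removed or without either CreT control library. Adjusted over the list alone, 2 of the V(D)J list rose and 1 fell, 1 myeloid and NK gene fell, and 0 passed in the other 4 lists.

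Across the genome the comparison with both controls asked which contacts differ without Erg. In Erg KO 27472 of 431391 bin pairs rose and 27877 fell (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Among them, of 23649 pairs of a bin with itself, 7864 rose and 1022 fell. Contacts inside closed chromatin rose: of the bin pairs within compartment B, 23853 rose and 796 fell. Contacts inside open chromatin fell: of those within compartment A, 23641 fell and 1904 rose. Pairs of 1 bin from each compartment rose in 1715 cases and fell in 3440. Among pairs at least 200 kb apart, the 10 largest decreases each had a protein-coding start in at least 1 bin. The contact on chromosome 11 between 118899960 to 118999993 (Rbfox3, a neuronal splicing factor, and Enpp7) and 119899969 to 120000094 (Chmp6 and Baiap2) fell by 2.56 (log2, SE 0.41, edgeR adjusted p = 8.99e-07), from a mean of 31.5 normalised read pairs in controls to 4.83 in Erg KO. On chromosome 19 the bin of Capn1, a calpain protease, at 5999673 to 6099920 fell by 2.43 (SE 0.39) in contact with that of Otub1 and Cox8a at 7199273 to 7300254. On chromosome 17 the bin of Ddr1, a collagen receptor, fell by 2.38 (SE 0.40) with that of H2-M10.1 and H2-M10.3 of the major histocompatibility complex, and on chromosome 2 the bin of Pax8 fell by 2.22 (SE 0.40) with that of Nelfb and Tubb4b. On chromosome 12, 112399806 to 112500227 fell by 2.32 (SE 0.28) with the bin of Cep170b and Pld4, outside Igh. The largest increases mostly joined bins without protein-coding starts. The highest was 1.82 (SE 0.28, edgeR adjusted p = 1.6e-07) on chromosome 13 between 78199924 to 78300100 and 79000902 to 79099901, from a mean of 13.6 normalised read pairs in controls to 41.2 in Erg KO. Increases with genes included a bin of Fat1, a cadherin, on chromosome 8 (1.65, SE 0.27) and the bins of Sdc2, a syndecan, and Mtdh on chromosome 15 (1.62, SE 0.28). The contact of Sdc2 and Mtdh rose by 0.79 without Erg KO replicate 1 and by 1.94 without replicate 2. The changes followed base composition: where the mean GC content of both bins was 33.5% to 38.2%, 15483 bin pairs rose and 17 fell, and where it was 45.4% to 58.9%, 0.123% rose and 19557 bin pairs fell. With GC offsets 10285 bin pairs passed in all, of which 5981 rose and 4304 fell. In the group with the highest GC content 2358 then rose and 1873 fell. With bin coverage offsets 902 rose and 1743 fell, and by DESeq2 3755 rose and 713 fell. Without either Erg KO library edgeR passed 0 bin pairs (14.1% and 14.8% at an unadjusted p under 0.05), without CreT control replicate 1 it passed 33500 and without Erg fl/fl control replicate 2 it passed 17617, while DESeq2 passed 4468 of the 88479 to which it gave an adjusted p.

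**Figure D5:**
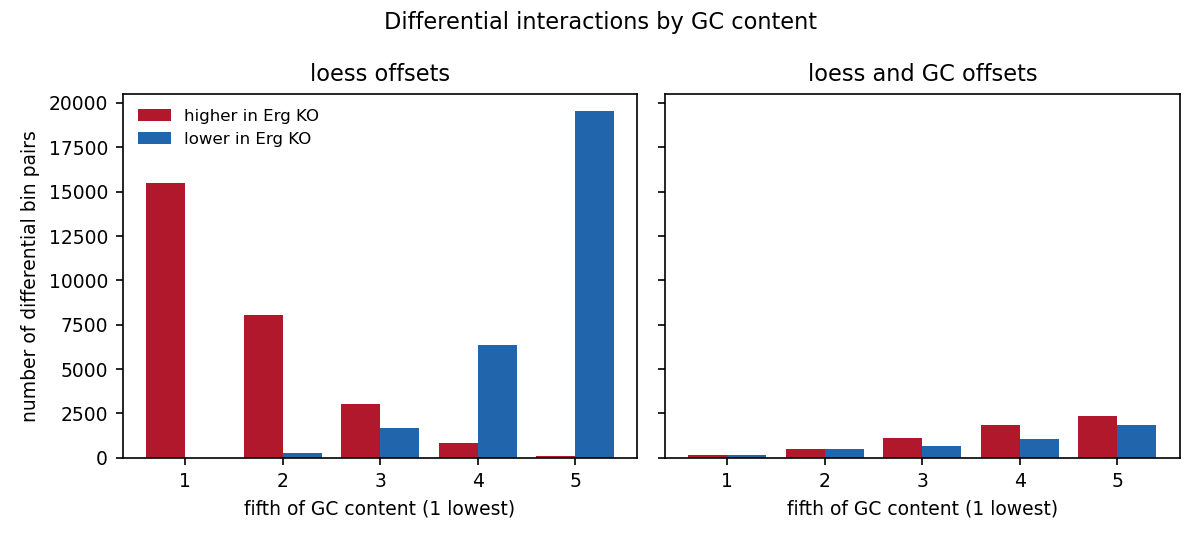
Number of differential bin pairs (vertical axis) in 5 groups of rising mean GC content, higher in Erg KO in red and lower in blue, with loess offsets (left) and with loess and GC offsets (right). With loess offsets 15483 rose and 17 fell in the group with the lowest GC content, and 19557 fell in the highest.

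Taken against the CreT control alone, which shares the transgene, 16020 bin pairs rose and 15276 fell in Erg KO, and against the Erg fl/fl control alone 17564 rose and 23426 fell (edgeR). With GC offsets 2846 rose and 862 fell against the CreT control, and 3358 rose and 4996 fell against the Erg fl/fl control. DESeq2 passed 0 bin pairs against the CreT control (4.27% at an unadjusted p under 0.05) and 25 against the Erg fl/fl control. Between the 2 controls edgeR passed 1 bin pair (6.47% at an unadjusted p under 0.05) and DESeq2 0 (0.270%). This pair, named because it was the only one, joined 25799943 to 25899860 of chromosome 14, the bin of Anxa11, an annexin, to 26300033 to 26400344, with 14.7 normalised read pairs in the CreT control and 49.8 in the Erg fl/fl control (log2 fold change -2.00, SE 0.31, edgeR adjusted p = 0.000183). Without either Erg KO library edgeR passed 0 bin pairs in both pairwise comparisons. Against the CreT control it passed 7490 without CreT control replicate 1, 15937 without CreT control replicate 2 and 12256 without Erg fl/fl control replicate 1, and against the Erg fl/fl control 15629 without Erg fl/fl control replicate 1 and 4336 without replicate 2.

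Local contacts of each bin, summed over 200 kb to 2 Mb, were compared to give every gene a value from many counts. In Erg KO the local contacts of the bin of Erg itself fell by 0.42 (log2, SE 0.06, edgeR adjusted p = 3.26e-06). Those of Pax5, which commits cells to the B lineage, fell by 0.24 (SE 0.06, adjusted p = 0.0019), though they did not pass with loess offsets (-0.07) or without the sex covariate (-0.19). Those of Ebf1, which specifies it, had a change of -0.06 (adjusted p = 0.435). Without Erg KO replicate 1 Ebf1 fell by 0.24 in local contacts (edgeR adjusted p = 0.0101) and by 0.67 in compartment score (limma adjusted p = 0.0269). Of 23650 bins 8119 rose and 7861 fell (edgeR quasi-likelihood test), and edgeR passed 0 between the 2 controls (9.23% at an unadjusted p under 0.05). Of the 30 list genes with the largest changes 29 fell and 1, the collagen gene Col3a1, rose (0.50, SE 0.09). Col3a1 did not pass with loess offsets (0.16), with GC offsets (0.05) or without Erg KO replicate 1 (0.23). B-lineage regulators that fell included Tcf3 (-0.67), Spib (-0.60), Irf8 (-0.56) and Ikzf3 (-0.49), and B-cell surface genes included Cd79b (-0.57), Cd22 (-0.51) and Cd79a (-0.49), the first and last encoding signalling parts of the B-cell receptor. T-lineage genes that fell included the T-cell receptor genes Cd3d and Cd3g, which share a bin (-0.60), Cd3e (-0.59), the kinase Lck (-0.56), Notch1 (-0.52) and Notch3 (-0.48). Myeloid and NK genes included Elane, a neutrophil protease (-0.61), Tbx21 (-0.57), Cebpb (-0.49) and Gzmb, a cytotoxic granule protease (-0.47). Housekeeping genes fell as far, with Rplp0 at -0.78, Ppia at -0.67, Rpl13a at -0.58, Actb at -0.54 and Polr2a at -0.49, and so did the stromal genes Tagln (-0.62), Col1a1 (-0.54) and Pdgfrb (-0.53), the repair gene Xrcc6 (-0.56) and the stem cell gene Ly6a (-0.51). Outside the lists the largest decreases lay on chromosome 19 at 3098793 to 3200160 (-1.01, SE 0.19) and at the bin of the urate transporter gene Slc22a12 (-0.98, SE 0.07), followed by the bin of Cpt1a and Tesmin (-0.96), and one holding S100a1 and other S100 calcium-binding protein genes on chromosome 3 fell by 0.86. The largest increases lay in bins with few genes, at 109499739 to 109599416 of chromosome 1 (0.94, SE 0.10), at Cdh7, a cadherin (0.92), and at Esp34, a pheromone peptide gene (0.92). With GC offsets 7808 bins passed, 16 of the 33 named genes no longer passed, among them Tcf3 (-0.06), Spib (-0.03), Irf8 (-0.07), Cd79b (-0.08), Cd22 (-0.11) and Cd79a (-0.14). Another 3 turned their sign without passing (Cebpb 0.07, Notch1 0.04 and Pdgfrb 0.01), and so did Ebf1 (0.05), which had not passed before. Genes that still fell then included Cd3d and Cd3g (-0.45), Ppia (-0.42), Gzmb (-0.41), Cd3e (-0.36), Tagln (-0.28), Pax5 (-0.25) and Ikzf3 (-0.25), while Erg was at -0.11 (edgeR adjusted p = 0.0792). Ebf1 rose by 0.20 with loess offsets and Pax5 was at 0.06 over 500 kb to 5 Mb.

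Local contacts fell in 6 of the 8 gene lists by camera, in lists of quite different cell types. The B-lineage transcription factors had a median log2 change of -0.20, with 15 of 20 bins lower and 1 higher (camera adjusted p = 0.000808, and 0.257 with an estimated correlation). The pre-BCR and B-cell surface genes had a median of -0.27, with 13 of 18 bins lower (adjusted p = 0.000808, and 0.257 with an estimated correlation). The T-lineage genes stood at -0.35 with 13 of 17 lower and 2 higher (adjusted p = 0.271 with an estimated correlation), the myeloid and NK genes at -0.32 with 18 of 20 lower (adjusted p = 0.257 likewise), and the stem and progenitor genes at -0.20 with 8 of 15 lower and 1 higher (adjusted p = 0.257 likewise). The housekeeping genes had the lowest median of the 8, -0.43, with 9 of 12 lower (adjusted p = 0.332 with an estimated correlation). The V(D)J recombination and repair genes (-0.18, 10 of 15 lower and 3 higher, camera adjusted p = 0.104) and the stromal genes (-0.08, 4 of 17 lower and 4 higher, adjusted p = 0.394) did not pass. Adjusted over the list alone, 14 pre-BCR and B-cell surface bins and 10 housekeeping bins were lower, 3 stromal bins were higher, and the other counts were the same. With GC offsets none of the 8 lists passed camera.

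The other antigen receptor loci were compared with Igh, since they rearrange later or in T cells. At Tcrb, the T-cell receptor beta locus, contacts rose, with a median log2 fold change of 0.25 over 36 bin pairs, 8 of which rose and 0 fell by edgeR, and the set passed fry at 0.05. At Igk, the kappa light chain locus, the median was -0.13 with 18 bin pairs higher and 23 lower, and at Tcra/Tcrd it was -0.23 with 1 higher and 8 lower. At Igl the median was 0.01 with 1 bin pair lower, and at Tcrg -0.13 with 0 passing by edgeR, and none of these 4 loci passed fry. Compartment scores fell in 9 of 15 bins of Tcra/Tcrd, from a mean of 0.69 ± 0.13 in controls (SD, n = 4) to 0.33 ± 0.12 in Erg KO (SD, n = 2), in 2 of 3 bins of Tcrg and in 1 of 33 bins of Igk, and in 0 bins of Tcrb and Igl by limma. With GC offsets the Tcrb median was -0.000107, with bin coverage offsets it was -0.08, and without CreT control replicate 1 (0.21) or replicate 2 (0.25) it did not pass fry. With GC offsets the Igk median was -0.47, with 0 bin pairs higher and 42 lower by edgeR. Under the main settings the Igk median ranged from -0.32 without Erg KO replicate 1 to -0.0088 without Erg fl/fl control replicate 2. Igl passed fry with GC offsets (median -0.32, unadjusted p = 0.0370). Igk (-0.33, unadjusted p = 0.0231) and Tcra/Tcrd (-0.20, unadjusted p = 0.0452) passed it with bin coverage offsets.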

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

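Alternatives with GC offsets, bin coverage offsets, thinning, GC trend removal or a count minimum of 20 were chosen after the results were seen, and the others were planned. The cause of a change was not tested unless one is given.

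None of the 20 named bin pairs outside Igh passed without Erg KO replicate 1 or without replicate 2, and 2 did not pass with bin coverage offsets. None turned its sign in the fits that gave them a value, which DESeq2, no coverage filter and a count minimum of 20 did not. Of the 10 named within Igh, 6 did not pass with bin coverage offsets and 6 without Erg fl/fl control replicate 2. Differential interactions against both controls numbered 26055 without the sex covariate, 10285 with GC offsets, 2645 with bin coverage offsets, 35559 after thinning and 4468 by DESeq2 (of 88479 with an adjusted p), and 0 to 52485 with 1 library left out, with 0 by edgeR without Erg KO replicate 1 or 2 (14.1% and 14.8% at an unadjusted p under 0.05). Leaving out an Erg KO library lowered the prior degrees of freedom from 293 to 4.18 or 7.06. That may account for the loss of calls in these fits. Without Erg fl/fl control replicate 2, where Erg KO rests on replicate 1 alone, these prior degrees of freedom were infinite and the Igh median was -0.41. Without Erg KO replicate 2 the Igh median was -0.40, so the lack of calls there does not show that the change was lost. Against the CreT control they numbered 4834 without the sex covariate, 14097 with the compared libraries alone and no sex covariate, and 0 by DESeq2. Against the CreT control they numbered 3708 with GC offsets, 473 with bin coverage offsets and 0 to 21424 with 1 library left out. Against the Erg fl/fl control they numbered 23428 without the sex covariate, 15918 without it and with the compared libraries alone, and 25 by DESeq2. Against the Erg fl/fl control they numbered 8354 with GC offsets, 3577 with bin coverage offsets and 0 to 34213 with 1 library left out. Between the controls they numbered 0 without the sex covariate, 0 by DESeq2, 5 with GC offsets, 22 with bin coverage offsets and 0 to 2 with 1 library left out, where edgeR with all libraries passed 1. Without either male library the sex term takes up the male left, so that Erg KO rests on 1 library in both cases. A count minimum of 30 removed no bin pair and so tested nothing.

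At Igh the bin pairs that fell numbered 44 without the sex covariate, 54 with a count minimum of 20, 10 with bin coverage offsets, 52 after thinning, 0 by DESeq2 and 0 to 76 with 1 library left out. The Igh median stayed negative under every alternative run, at -0.66 with GC offsets, where it passed fry, -0.26 with bin coverage offsets, and from -0.50 to -0.37 with 1 library left out, where it passed without CreT control replicate 2. Tcra/Tcrd passed without the sex covariate (-0.16) and with bin coverage offsets (-0.20), Igk with bin coverage offsets (-0.33) and Igl with GC offsets (-0.32, reversed). Tcrb did not pass with TMM scaling (0.32), bin coverage offsets (-0.0789) or GC offsets (-0.000107), the last 2 reversed, and ranged from 0.13 to 0.35 with 1 library left out. The 3' end to proximal VH difference was 0.08 and that within the distal VH segments 0.00 with bin coverage divided out, and proximal VH coverage differed by 0.0660 in contacts with other chromosomes.

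Bins that passed in local contacts numbered 7808 with GC offsets. Compartment changes numbered 0 without the sex covariate by limma (15.5% at an unadjusted p under 0.05), 443 with the GC trend removed and 0 to 7597 with 1 library left out. With GC offsets the stem and progenitor list had a median change of -0.00108 in local contacts, against -0.000909 for all bins. Its mean was 0.0356, and camera gave its direction as up. Gene lists that passed by local contacts numbered 0 with an estimated correlation and 0 with GC offsets. By compartment scores they numbered 0 with an estimated correlation and 1 to 4 with 1 library left out. Single genes that reversed were Ebf1 (0.20 with loess offsets and 0.05 with GC offsets), Pax5 (0.0615 over 500 kb to 5 Mb), and with GC offsets Pdgfrb (0.00661), Notch1 (0.0441) and Cebpb (0.0701).

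With the replicate number as a replicate block in place of sex, differential interactions numbered 26903 against both controls, 5191 against the CreT control, 24942 against the Erg fl/fl control and 0 between the controls by edgeR. In Igh 45 bin pairs fell, the Tcrb median was 0.19 and did not pass fry, and 0 compartment changes passed by limma (14.9% at an unadjusted p under 0.05). The numbers were not shown to pair the libraries: deviations of the first replicates correlated across bins at -0.17, 0.54 and -0.39 for local contacts between the 3 pairs of groups.

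In simulated data with 200 bin pairs changed, edgeR called 20% of those lowered to 0.5 times and 44% to 0.25 times. It called 42% raised 2 times and 100% raised 4 times. Real data gave more calls and a looser p cutoff, so these rates do not apply.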

Other observations

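Tests of V(D)J deletion, of feeder cells at Igh and of GC content for the stromal list, all GC and coverage offsets, and the regions named here were chosen after the results were seen.

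Compartment changes formed 160 regions that rose and 193 that fell, of which 50 and 36 had at least 3 bins. Regions that rose included those of Kitl, which encodes the stem cell factor, on chromosome 10 at 99699934 to 100299961 (mean change 0.42), Jag1, a Notch ligand, on chromosome 2 at 136899777 to 137499977 (0.39) and Ikzf2 on chromosome 1 at 69299568 to 69699660 (0.41). The longest had 11 bins, on chromosome 17 at 14000552 to 15099984 with Dact2, Smoc2 and Thbs2 (0.41). Regions that fell held Kcnq5 on chromosome 1 at 21599939 to 22100082 (-0.65) and the chitinase-like genes Chil3, Chil4, Chil5 and Chil6 with Chia1 on chromosome 3 at 106000254 to 106499878 (-0.61). With 1 library left out the number of bins that passed by limma went from 0 without CreT control replicate 1 or 2 to 7597 without Erg fl/fl control replicate 1, so these regions are hypotheses.

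Many bin pairs differed between Erg KO and control libraries. A difference in depth is argued against as the whole cause, since 35559 passed with the same number of read pairs in the tested bin pairs of each library, and 0 between the controls by edgeR. That is 64.2% of the number at full depth, a little under the bound of 66.7% set beforehand for excluding depth. That bound was set aside because calls between libraries of equal read pairs cannot come from that number, and no other measure of depth was matched. Capture or amplification that depends on GC content may account for most of the changes: 10285 passed with GC offsets, and changes in local contacts correlated with GC content across bins at -0.83. A gain of contacts inside compartment B would run the same way, so a biological change stays open for these bin pairs.

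Contacts of the Igh 3' end with the distal VH segments were lower in Erg KO. Coverage differences are argued against as the whole cause, since the log2 difference was -0.64 with bin coverage divided out and both Erg KO libraries still lay below all controls. Random ligation at the density of contacts between chromosomes is argued against too, with -0.95 after that density was taken off. The density was low, 0.0690 in Erg KO and 0.0449 in controls, so the step could move little. No other measure of random ligation was tried. Dividing out coverage left 67.9% of the difference, close to the bound of 66.7%, so the order of the libraries, a rule added afterwards, decided it. With bin coverage offsets the Igh median was -0.26 and 10 bin pairs fell, so a part that goes with coverage stays open. GC content is argued against by the bin pairs between these parts, with a median of -1.05 with GC offsets against -1.11 without. Across the whole of Igh the median fell to -0.66 with GC offsets, but Igk fell with them too, to -0.47. More feeder cells as the cause in both Erg KO libraries are argued against. XX cells would show in Erg KO replicate 2, which allows 12.7% where the fall needs 42.6%, and XY or X0 cells in replicate 1, which allows 2.52% and 5.93% where it needs 55.6%. Cells of the sex of a library do not show in it, so feeder cells may account for the fall in a single Erg KO library, which stays open, although selection for B220 would remove such cells. The margin of 1.5 in that test and the karyotypes tried were set after the X and Y shares were seen.

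By PCR the paper found VH-to-DJH joining in B220+ marrow cells of Erg fl/fl mice, and no significant joining in those without Erg. Deletion of DNA by V(D)J joining in control cells could bring the 3' end nearer to distal VH segments there. Its prediction was met in total contacts, where proximal and middle VH bins were covered more in Erg KO, by 0.10 (log2), but in contacts with other chromosomes (0.0660 and 0.04) the Erg KO libraries no longer lay above all controls. The 200 kb beside the 3' end also met the distal VH segments less, 0.879 times as often as distance gives against 1.79 times in controls. It does not account for the proximal to distal VH contact, which deletion would leave equal or higher in Erg KO and which differed by -0.62. A change of folding, from loss of Erg or from the stage of the cells, may account for that part, as a hypothesis. For the 3' end both folding and deletion stay open. By fluorescence in situ hybridisation the paper found less contraction between distal and proximal VH genes in Erg KO pre-proB cells than in Erg fl/fl controls.

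Stromal genes had higher compartment scores in Erg KO. More OP9 feeder cells in both Erg KO libraries are argued against, since the mean score of the list in Erg KO replicate 2, 0.515, lay within the range of the controls, 0.448 to 0.527. GC content is argued against by compartment changes that correlated with it across bins at only -0.03; taking the GC trend off changed the median little, to 0.19, which alone would be a weak test. More feeder cells in Erg KO replicate 1 alone, with a score of 0.687, may account for the change and stay open, although selection for B220 would remove such cells: without this library the median was 0.06.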
